A study of Arabidopsis thaliana with 30 samples. Its data were reported in "Natural epigenetic polymorphisms lead to intraspecific variation in Arabidopsis gene imprinting" (2014).

How the data were processed

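Seeds of the Arabidopsis thaliana strains Col, Ler and Cvi and of reciprocal crosses between them were collected 6 days after pollination, and polyadenylated RNA from hand-dissected endosperm, from embryos or from whole seeds was sequenced. The endosperm is the nutritive seed tissue, which carries 2 maternal genomes for each paternal genome. Crosses are written with the female parent first. The 30 libraries comprise 18 hybrid endosperm, 4 hybrid embryo and 2 hybrid whole seed libraries and 6 libraries of selfed parents.

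Per the study's methods, the authors filtered reads with the fastx toolkit, aligned them to the TAIR10 genome with Tophat and counted them per gene and transposable element with htseq-count in its strict intersection mode. The deposited values are raw counts, 1 table per library, with no pooling of replicates. For each hybrid, the authors also deposited counts of reads assigned to each strain by the bases at single nucleotide polymorphisms (SNPs), with reads of conflicting assignment discarded, and counts of each allele at each SNP position. Reads assigned to a strain are called informative reads. The FPKM values in the same tables were not used here. Part of the endosperm libraries came from a strand-specific preparation made from less RNA with more amplification cycles, and the others from an unstranded preparation. This preparation was used here as a batch label, taken from the study's list of libraries. Amplified reads without molecular identifiers are not independent molecules, so the intervals and floors given cover counting error alone.

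Samples were grouped by cross and tissue as given in the labels. Same-numbered libraries of the 2 directions of a cross were taken as pairs, and the unnumbered libraries of LerxCvi and CvixLer were taken as replicate 1 of each. The study named loci by TAIR10 identifiers, and 31912 of the 32678 AT-numbered loci had an entry in the annotation of the TAIR10.1 assembly, from which symbols and coordinates were taken. In the 16 libraries of crosses with Col, the Col base equalled the TAIR10.1 base at 100% of SNPs, so positions in both builds could be used together.

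Imprinting was called as in the study's methods. Per gene and pair of libraries, Fisher's conditional exact test (two-sided) compared the strain counts of both directions with an odds ratio of 4, which stands for 2 maternal reads to each paternal read in both directions. P-values were adjusted by the Benjamini-Hochberg method over genes with at least 1 informative read in each direction. A call required an adjusted p under 0.01 and an imprinting factor of at least 2, defined as the bound of the 99% interval of the odds ratio nearest the null relative to the null. A maternally expressed gene (MEG) had at least 85% maternal reads in both directions, and a paternally expressed gene (PEG) at least 50% paternal reads in both directions. A gene was called when 2 of the 3 pairs of a cross set called it the same way. Embryos were tested against an odds ratio of 1 with a share of at least 70% from one parent. The study's filter on seed coat expression rests on an outside data set that was not used here. In its place, an alternative removed genes with CPM (counts scaled to a library total of 1e6) in Col-Cvi whole seeds over 2 times those in both Col-Cvi endosperm and Col-Cvi embryos, called the seed coat proxy below.

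Allele-specific imprinting was called from reads summed over replicates. For each strain and parental role, the ratio of maternal to paternal reads, each with 1 added, had to lie within 1 of 2 in both crosses with the strain in that role. In both crosses with the strain in the other role, the log2 parental bias had to lie beyond the outermost 5% of genes, and the gene had to be a PEG or a MEG in the cross set without the strain.

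Total expression was tested on the deposited counts with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. Reciprocal endosperm was compared without a replicate block, and endosperm was compared with embryo with the genotype as a block. DESeq2 1.42.0 served as an alternative. Maternal shares were compared by exact permutation tests (two-sided), and shares of single libraries are given with 95% Wilson intervals. Other steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Numba 0.67.0.

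The code was tested on simulated data. The exact test differed from R's fisher.test by at most 1.09e-14 in p over 300 tables, with 0 disagreements in the interval rule. With 100 simulated MEGs and 100 simulated PEGs drawn binomially, 100% of both were recovered and 0 other genes were called. When shares were drawn from a beta distribution with a concentration of 3 in each library, 98% of MEGs and 77% of PEGs were recovered, and 313 other genes were called. The quasi-likelihood fit to maternal and paternal counts recovered 100% of both kinds with 0 wrong calls, in a simulation with less spread between libraries. The fit to total counts recovered 96% of 200 genes changed 4-fold at a dispersion of 0.1 and 0% at a dispersion of 0.4.

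Genes named in the text were chosen by a rule set before the data were examined: the 3 genes the study followed closely, the allele-specific genes (at most 10), the 4 genes with the most informative reads among MEGs and among PEGs of all 3 cross sets, the 2 with the most informative reads among the embryo calls of each cross set, and in each total expression test the 2 largest changes in each direction that held in every pair or genotype at 10 or more CPM. Alternatives changed the pairing, the number of pairs, the thresholds, the null, the test, the normalization, the filters and the set of libraries, and their effect is given in the closing section.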

Results

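Gene-level RNA counts were compared between reciprocal crosses of 3 strains to ask which parental allele each gene was read from, and whether that differed among strains. The data covered 18 hybrid endosperm libraries, 3 for each of 6 cross directions, with 4 hybrid embryo and 2 hybrid whole seed libraries and 6 libraries of selfed parents. The hybrid embryo, whole seed and selfed groups had 1 library each, so their values have no replicate check. Total counts ranged from 9064055 to 123545061 per library over 63867 loci, of which 31189 were transposable elements. Informative reads ranged from 1.09e6 to 1.48e7 per hybrid library and from 4.02e6 to 1.48e7 in endosperm. At these depths the 95% Wilson interval of a library's maternal share reached 0.0239 to 0.0696 percentage points to either side. No pair of replicate libraries agreed within sampling noise, with a chi-square per degree of freedom between 107 and 686.

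The first comparison asked how much of the RNA came from the mother in each tissue. The maternal share of informative reads was 68.9% ± 8.24 (SD, n = 18) in endosperm and 51.1% ± 3.93 (SD, n = 4) in embryos. The difference of 17.9 percentage points was larger than the spread between libraries (exact permutation test over 7315 splits, two-sided, p = 0.00082). Every endosperm library except CvixLer replicate 3 exceeded the highest embryo. The choice that moved the difference most, apart from leaving out single libraries, was the median over genes with at least 20 informative reads, which gave 19.0 percentage points. The embryos were all unstranded libraries. Within unstranded libraries the endosperm mean was 69.5% ± 5.23 (SD, n = 8) and the difference was 18.4 percentage points (exact permutation test, p = 0.00202). The 2 whole seed libraries had paternal shares of 15.8% and 20.3%.

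**Figure D1:**
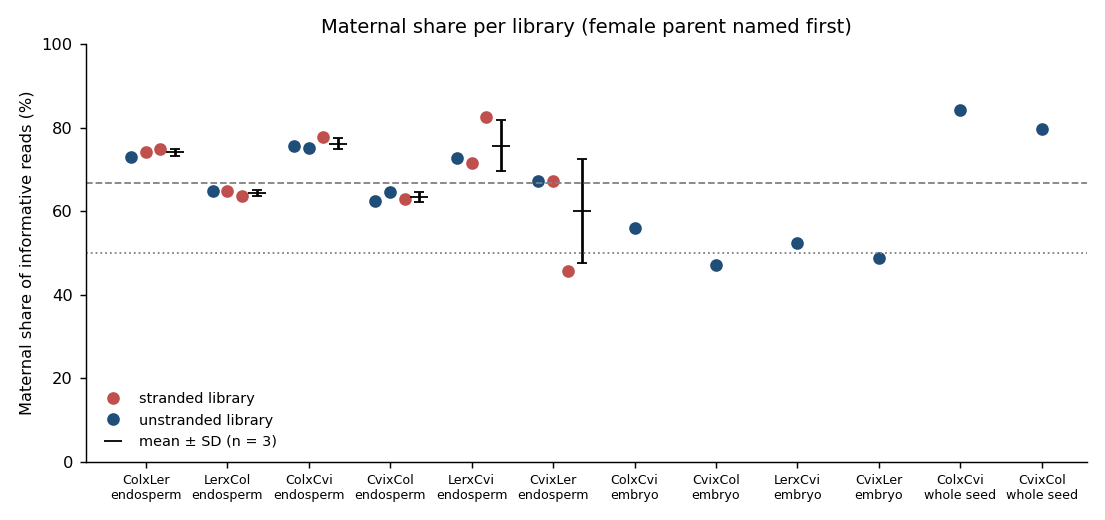
Maternal share of informative reads (percent, vertical axis) in each hybrid library, by cross and tissue (horizontal axis), with points coloured by library preparation, bars for the mean and SD of groups with n = 3, a dashed line at 2 maternal reads to 1 paternal read and a dotted line at equal shares. CvixLer endosperm replicate 3 lies at 45.7% and LerxCvi endosperm replicate 3 at 82.6%, away from the other replicates of their groups.

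The maternal share also differed between the directions of a cross, but the difference followed the reference base where this could be checked. It was 9.66 percentage points higher in ColxLer than in LerxCol endosperm, 12.8 points higher in ColxCvi than in CvixCol and 15.6 points higher in LerxCvi than in CvixLer. In each set every library of the first direction exceeded every library of the second, and the exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. In embryos the same differences were 8.76 points for Col-Cvi and 3.74 points for Ler-Cvi. Within endosperm groups, the replicates of LerxCvi (72.7%, 71.6% and 82.6%) and of CvixLer (67.3%, 67.2% and 45.7%) were the most spread. The size of the Ler-Cvi difference, and its place as the largest, rested on replicate 3 of both directions. Replicates 1 and 2 of these directions lay closer together than the directions of the sets with Col. At SNPs where Ler has the reference base, the Ler share in replicate 1 was 78.6% in LerxCvi and 39.8% in CvixLer. Where Cvi has it, the values were 63.3% and 24.5%. The maternal share was thus higher in LerxCvi at the first kind of SNP and in CvixLer at the second, also in replicate 2 and in embryos. Col always carries the reference base, so its sets cannot separate direction from mapping.

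Replicate 3 of both Ler-Cvi directions also held alleles of a strain outside the cross. At SNPs where Ler, Cvi and the reference all differ, the reference base, which Col carries, made up 52.6% of reads in CvixLer replicate 3 and 28.2% in LerxCvi replicate 3, against 1.96% to 5.97% in the other 6 Ler-Cvi hybrid libraries. Both libraries were kept, so strain assignment in pair 3 of the Ler-Cvi set is uncertain in every Ler-Cvi result. Calls of that set need 2 of 3 pairs, and those found in all 3 pairs numbered 80 MEGs, against 241 in Col-Ler and 251 in Col-Cvi.

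**Figure D2:**
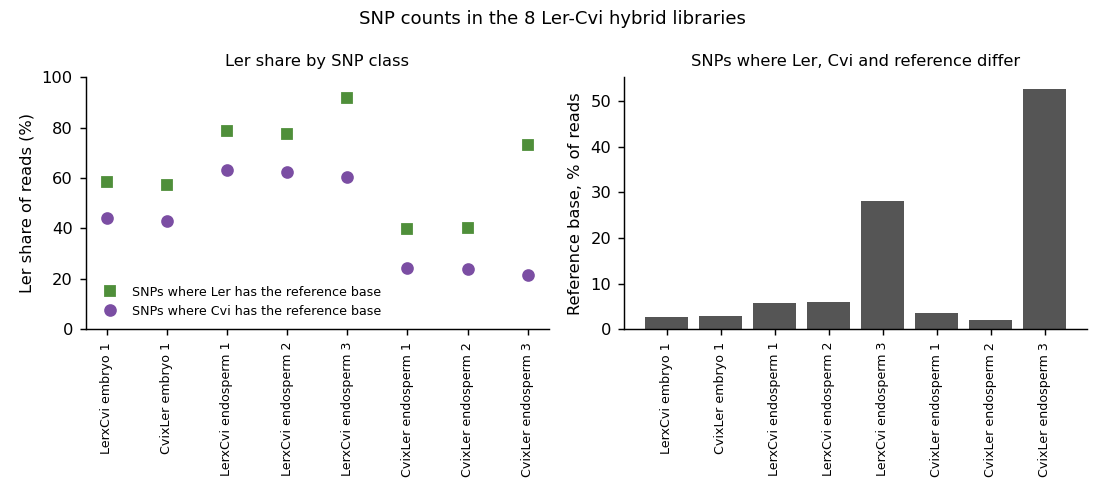
Left, Ler share of reads (percent, vertical axis) in the 8 Ler-Cvi hybrid libraries (horizontal axis), with squares for SNPs where Ler has the reference base and circles for SNPs where Cvi has it, and right, bars for the share of reads (percent, vertical axis) with the reference base at SNPs where Ler, Cvi and the reference differ. The bars of LerxCvi endosperm replicate 3 and CvixLer endosperm replicate 3 stand at 28.2% and 52.6%, and no other exceeds 5.97%.

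Imprinted genes were then called in endosperm. Of all loci, 16618 could be tested in at least 2 pairs of at least 1 cross set and 8049 in all 3 sets. The Col-Ler set gave 459 MEGs and 46 PEGs, the Col-Cvi set 476 MEGs and 53 PEGs, and the Ler-Cvi set 460 MEGs and 44 PEGs. In all, 795 genes were MEGs and 105 were PEGs in at least 1 set. The seed coat proxy held 506 of these MEGs (63.6%) and 11 of the PEGs (10.5%), and its removal left 150, 133 and 155 MEGs in the 3 sets. The replicate numbers in the labels pair the directions in these calls. With no replicate block, on reads summed over replicates, the sets gave 760, 778 and 683 MEGs and 139, 149 and 169 PEGs. As a check of the pairing, deviations of the maternal share per gene from the group mean were correlated across genes, which are not independent replicates. The mean correlation was -0.213, -0.107 and -0.169 for same-numbered libraries of Col-Ler, Col-Cvi and Ler-Cvi and 0.104, 0.046 and 0.083 for libraries with different numbers. Centring on the mean of each group fixes the sign of the second value from the first, so the second is not a separate comparison. Pairing each library with a differently numbered one gave 409, 478 and 449 MEGs and 41, 61 and 35 PEGs.

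The number of calls differed between pairs of libraries. Unstranded pairs gave 515 MEGs and 69 PEGs in Col-Ler pair 2, 397 and 68 in Col-Cvi pair 1, 613 and 123 in Col-Cvi pair 2, and 736 and 85 in Ler-Cvi pair 1. Stranded pairs gave 1047 MEGs and 232 PEGs in Col-Ler pair 4, 805 and 209 in Col-Ler pair 5, 961 and 311 in Col-Cvi pair 3, 1006 and 327 in Ler-Cvi pair 2, and 633 and 322 in Ler-Cvi pair 3. Of the PEG calls of an unstranded pair, between 32.9% and 56.5% were called in another pair of the same set. For stranded pairs the range was 8.7% to 16.4%.

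**Figure D3:**
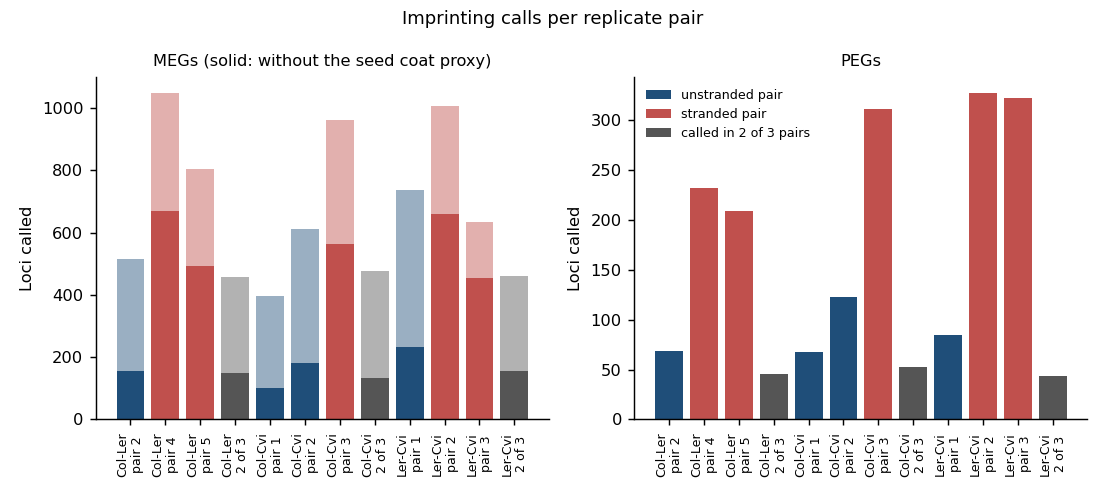
Number of MEGs (left) and PEGs (right) called in each pair of reciprocal libraries and in 2 of 3 pairs (vertical axis, loci), by cross set and pair (horizontal axis), with solid bars for MEGs outside the seed coat proxy and pale bars for all MEGs. Stranded pairs gave 209 to 327 PEGs, and unstranded pairs gave 68 to 123.

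Shared and strain-restricted calls were counted next. Of the MEGs, 187 were called in all 3 sets, 226 in exactly 2 and 382 in exactly 1. Of the PEGs, 6 were called in all 3 sets, 26 in exactly 2 and 73 in exactly 1. A call in a single set did not always mean an opposite bias elsewhere. Among MEGs of one set with at least 20 reads in both directions of another set that did not call them, between 64.5% and 80.7% had a maternal share above 2 to 1 in both directions there. For PEGs the range was 42.1% to 90.5% with shares below 2 to 1, over 19 to 27 genes per comparison. How many uncalled genes would show these shares without imprinting was not estimated.

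The MEGs of all 3 sets with the most informative reads were GILT (AT4G12960, chromosome 4, 7583239 to 7584759), AT1G23200 (chromosome 1, 8227133 to 8229661), BAN (AT1G61720, chromosome 1, 22790966 to 22792803) and CYP709B1 (AT2G46960, chromosome 2, 19292035 to 19294375), all protein-coding in TAIR10.1. Their maternal shares over the 18 libraries were 95.9% ± 16.5, 99.7% ± 0.591, 99.8% ± 0.497 and 97.9% ± 8.48 (SD, n = 18). GILT and CYP709B1 had their lowest values, 29.9% and 63.9%, in a CvixLer library. GILT, AT1G23200 and CYP709B1 belonged to the seed coat proxy. BAN did not, with 279.9 CPM in Col-Cvi whole seeds, 198.2 CPM in endosperm and 0.80 CPM in embryos. The proxy can miss seed coat RNA that stays with the dissected endosperm, so BAN was not shown to be free of it. Each of these MEGs was also called maternal in the Col-Cvi and the Ler-Cvi embryos. The PEGs of all 3 sets with the most informative reads were VIM5 (AT1G57800, chromosome 1, 21408623 to 21412283), VIM1 (AT1G57820, chromosome 1, 21413981 to 21418115), ORTHL (AT4G08590, chromosome 4, 5463794 to 5466747) and AT3G47030 (chromosome 3, 17322119 to 17323594), also protein-coding. Their maternal shares were 10.6% ± 9.05, 33.3% ± 12.0, 39.4% ± 14.7 and 20.4% ± 19.8 (SD, n = 18). ORTHL rested on 9 to 1289 informative reads per library and AT3G47030 on 12 to 708. VIM5 and VIM1 are neighbouring members of one gene family, and how reads shared between them were divided was not tested.

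Allele-specific imprinting was assessed as a bias that depends on the strain of one parent. On reads summed over replicates, HDG3 (AT2G32370) was the only allele-specific PEG, with ratios within 1 of 2 when Cvi was the father. Its single libraries ranged from 53.4% to 61.5% maternal reads in LerxCvi and from 0% to 82.5% in ColxCvi. HDG3 was not called in any of the 3 fits that each left out one replicate of every cross. Without the third replicate the calls were AT3G14205, SUVH9 and FLC. AT5G18840 (chromosome 5, 6282881 to 6286767) and 4CL5 (AT3G21230, chromosome 3, 7448040 to 7452106) were the allele-specific MEGs, with ratios of the summed reads within 1 of 2 when Ler was the father. Single ColxLer libraries ranged from 34.2% to 100% maternal reads for AT5G18840 (63.2% ± 33.6, SD, n = 3, 38 to 85 reads) and from 21.4% to 100% for 4CL5 (65.6% ± 40.2, SD, n = 3, 28 to 174 reads). Neither was called without the third replicate. 4CL5 belonged to the seed coat proxy and AT5G18840 did not. The counts were sensitive to the rules. Allowing the ratio to lie within 1.5 of 2 gave 10 PEGs and 5 MEGs, and requiring the criteria in 2 of 3 replicates gave 0 of each.

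The 3 genes the study followed were compared by the strain of the parent, and for the unpaired and for the paired tests p-values adjusted over the 3 genes by the Benjamini-Hochberg method are given beside the raw ones. P-values within subsets of libraries are not adjusted. HDG3 (chromosome 2, 13740878 to 13746286) encodes a protein in the annotation's single transcript model. Its maternal share was 54.0% ± 28.4 (SD, n = 6) with a Cvi father and 18% ± 3.39 (SD, n = 6) with a Cvi mother, a difference of 35.9 points (exact permutation test, two-sided, p = 0.0152, adjusted p = 0.0152). With the replicate number as a block, the exact sign-flip test of the same difference of 35.9 points gave p = 0.0625 (adjusted p = 0.0625), so the difference did not pass 0.05 in the paired test. The lowest of the Cvi father libraries, ColxCvi replicate 3, had 0% maternal reads of 33 (95% Wilson interval 0 to 10.4%). The floor, set at 3 reads, was 9.09% there. Within stranded libraries the difference was 20.3 points (exact permutation test, p = 0.4) and within unstranded libraries 51.6 points (p = 0.1, the smallest possible).

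AT3G14205 (chromosome 3, 4715650 to 4721003) had a maternal share of 71.5% ± 19.1 (SD, n = 6) with a Cvi father and 22.5% ± 3.66 (SD, n = 6) with a Cvi mother. The difference of 49.0 points held in the exact permutation test (p = 0.00216, adjusted p = 0.00649). In the exact sign-flip test with the replicate block it gave p = 0.0312, the smallest value that 6 pairs allow, and did not pass 0.05 after adjustment (adjusted p = 0.0625). It was 62.9 points within stranded and 35.0 points within unstranded libraries (exact permutation test, p = 0.1 each, the smallest possible). AT2G34890 (chromosome 2, 14718195 to 14721271) had a maternal share of 50.8% ± 26.2 (SD, n = 6) with a Ler father and 97.5% ± 3.93 (SD, n = 5) with a Ler mother, since LerxCvi replicate 2 had no informative reads. Libraries were weighted equally, although ColxLer replicate 5 rested on 2 reads, CvixLer replicate 3 on 16 and LerxCvi replicate 3 on 14. The difference was -46.7 points (exact permutation test, p = 0.00433, adjusted p = 0.00649), and the paired test with the replicate block over the remaining pairs gave -51.1 points and p = 0.0625 (adjusted p = 0.0625), the smallest unadjusted value those pairs allow. Within stranded libraries it was -55.8 points (exact permutation test, p = 0.0571) and within unstranded libraries -29.8 points (p = 0.333, the smallest possible). For AT2G34890 in LerxCol replicate 5, the gene counts gave 100% maternal reads and counts summed over SNP positions gave 77.0%. For AT3G14205 in ColxCvi replicate 3, a stranded library and the highest with a Cvi father, these values were 99.5% and 86.3%. Whether the effect of the parent differed between the 2 cross sets of each gene could not be decided with these numbers of libraries. Exact permutation of the set label gave p = 1, 0.7 and 0.7 over 20, 20 and 10 splits, which cannot fall under 0.1.

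**Figure D4:**
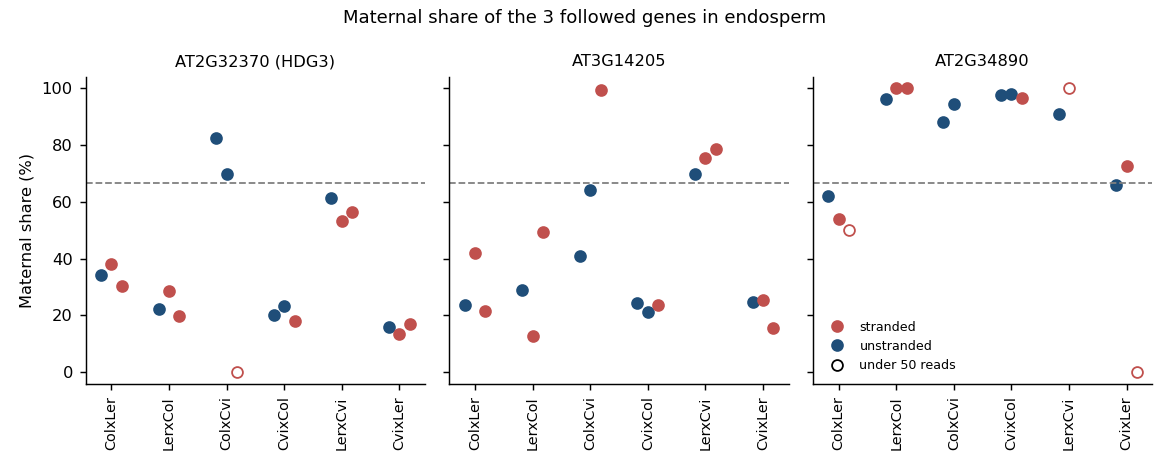
Maternal share (percent, vertical axis) of AT2G32370 (HDG3), AT3G14205 and AT2G34890 in each hybrid endosperm library with informative reads, by cross (horizontal axis), with points coloured by library preparation, open points for libraries with under 50 reads, and a dashed line at 2 maternal reads to 1 paternal read. The ColxCvi library of HDG3 at 0% rests on 33 reads and the CvixLer library of AT2G34890 at 0% on 16.

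In embryos, calls compare 2 libraries per cross set rather than conditions. The Col-Cvi pair gave 46 genes, 45 maternal and 1 paternal, and the Ler-Cvi pair 80 genes, 79 maternal and 1 paternal. Of these, 23 were called the same way in both sets. The seed coat proxy held 28 of the 46 and 63 of the 80. The Col-Cvi calls with the most reads were AT1G43667 (chromosome 1, 16465056 to 16465565), with 88.0% maternal reads (Wilson interval 82.6 to 91.8%) in ColxCvi and 81.2% (79.0 to 83.1%) in CvixCol, and ATPMEPCRD (AT2G43050, chromosome 2, 17902370 to 17904443), with 98.3% (94.0 to 99.5%) and 99.9% (99.4 to 100%). The Ler-Cvi calls with the most reads were GILT, with 100% of 954 reads in LerxCvi and 100% of 726 in CvixLer, and LTP6 (AT3G08770, chromosome 3, 2664069 to 2664888), with 95.2% (93.3 to 96.6%) and 75.8% (71.8 to 79.5%). All 4 belonged to the seed coat proxy. AT1G43667 was not maternal throughout, with 24.8% of 322 reads in ColxCvi whole seeds and 87.15% of 4691 in CvixCol whole seeds. Its share was 39.1% of 23 reads in LerxCvi embryos and 70.3% of 249 in CvixLer embryos. Over the 12 endosperm libraries of the sets with Cvi it ranged from 0% to 94.5%.

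Total expression was compared between directions of each cross with edgeR's quasi-likelihood test. Without a replicate block, 0 of 19066 genes passed the threshold in Col-Ler (746 at an unadjusted p under 0.05), 6 of 19847 in Col-Cvi and 0 of 19134 in Ler-Cvi (1428 at an unadjusted p under 0.05). The simulated fit recovered 0% of 4-fold changes at a dispersion of 0.4, so counts of 0 do not show that no gene differed. Leaving out single libraries gave 0 to 323 genes in Ler-Cvi, the most without CvixLer replicate 3. With the replicate number as a block, 22 genes differed in Col-Ler, 0 in Col-Cvi (3173 at an unadjusted p under 0.05) and 9 in Ler-Cvi. Deviations of log2 CPM from group means had a mean correlation across genes of 0.469, 0.367 and 0.276 for same-numbered libraries and -0.234, -0.165 and -0.138 for differently numbered ones, where the second values again follow from the centring. Both directions of a pair had the same library preparation. Each preparation held 1 or 2 pairs per set, and no separate test was made within it. The alternative that moved the counts most was the DESeq2 Wald test, with 185, 1234 and 383 genes.

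The largest changes in Col-Cvi, ColxCvi over CvixCol, were AT5G15180 (chromosome 5, 4930425 to 4932406; log2 fold change 8.40, SE 0.79), SOT7 (AT1G28170, chromosome 1, 9841269 to 9842435; 7.84, SE 0.72), AT2G17305 (chromosome 2, 7527676 to 7529210; -6.12, SE 0.57) and BNQ2 (AT5G15160, chromosome 5, 4921243 to 4922812; -4.74, SE 0.43). Each had an adjusted p of 0.0358 in edgeR's quasi-likelihood test. All 4 kept their direction but none kept its call with the replicate block, where the adjusted p lay between 0.0672 and 0.139. The direction was the same in 3 of 3 pairs for each gene. AT5G15180 and SOT7 belonged to the seed coat proxy and were MEGs in Col-Cvi, and AT2G17305 and BNQ2 were neither. Expression in ColxCvi and CvixCol was 106 ± 91.7 and 0.313 ± 0.119 CPM for AT5G15180, 32.9 ± 21.8 and 0.159 ± 0.0709 CPM for SOT7, 0.558 ± 0.208 and 40.7 ± 19.9 CPM for AT2G17305, and 0.765 ± 0.0741 and 22.0 ± 7.74 CPM for BNQ2 (SD, n = 3).

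Endosperm and embryo differed in 14672 of 23025 genes over 22 libraries of 7 genotypes, with 7267 genes higher and 7405 lower in endosperm (edgeR, genotype block, adjusted p under 0.05). Tested against a 2-fold change, 7240 genes differed. The largest changes were AT5G25310 (chromosome 5, 8784747 to 8787366; log2 fold change 8.34, SE 0.37, adjusted p 7.18e-12) and EC1.3 (AT2G21750, chromosome 2, 9283367 to 9283774; 8.31, SE 0.66, adjusted p 7.31e-09), higher in endosperm, and AT1G54010 (chromosome 1, 20158589 to 20160864; -9.72, SE 1.06, adjusted p 3.77e-07) and MGP (AT1G03840, chromosome 1, 967470 to 970334; -9.68, SE 1.03, adjusted p 2.68e-07), lower in endosperm. The direction was the same in 7 of 7 genotypes for each gene. Expression in endosperm and embryo was 38.0 ± 22.6 and 0.128 ± 0.0844 CPM for AT5G25310, 11 ± 5.53 and 0.0385 ± 0.0372 CPM for EC1.3, 0.571 ± 1.42 and 47.1 ± 15.4 CPM for AT1G54010, and 0.110 ± 0.269 and 13.3 ± 3.02 CPM for MGP (SD over genotypes, n = 7). All embryo libraries and 9 of the 15 endosperm libraries were unstranded. Within the 16 unstranded libraries, a test chosen after seeing the data, 16708 genes differed, 8227 higher and 8481 lower in endosperm, and the named genes kept their direction and call with log2 fold changes of 8.04 for AT5G25310, 8.05 for EC1.3, -8.74 for AT1G54010 and -8.49 for MGP. No test within stranded libraries was possible.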

Values the study reported

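The study reported 122 to 145 MEGs and 43 to 52 PEGs for each cross set, after its filter on seed coat expression. Over the sets it gave 285 MEGs and 103 PEGs, of which 28 MEGs and 6 PEGs were found in all 3 sets and 53 MEGs and 23 PEGs in 2 of 3. It described 9 PEGs and 3 MEGs as allele-specifically imprinted. Part of these it also checked by sequencing or digesting amplified transcripts, which bore out the pattern with few exceptions. In crosses with further strains, it reported that HDG3 and AT3G14205 were not PEGs when the father had low methylation near the gene. AT2G34890 stayed a MEG with such a father. Those experiments were not examined here. It counted 16,646 genes as evaluable in at least 1 set and 8088 in all 3.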

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

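The tests on SNPs where all strains differ, on windows along the chromosomes and on Ler RNA alone were chosen only after the result was seen, and the test for Col RNA was fixed before it was run. Outlying libraries were looked for in 7 groups of 4 to 10 libraries, and 2 groups had one, where about 1 in 20 groups would by chance.

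HDG3 (AT2G32370) had 1 library with a Cvi father far below the other libraries of its group. The gap from ColxCvi replicate 3 to the next library was 0.647 of the whole range, above the critical value of 0.625 for 6 libraries. That library had 0 maternal reads among 33. It was a stranded library, and stranded libraries showed more disagreement between distant SNPs of one gene than unstranded ones by 21.5 times the binomial variance, so few starting molecules may have left 1 allele of the gene uncounted. The share of the other Cvi father libraries ranged up to 82.5%. No biological explanation was tested for a difference between replicates of one cross.

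AT2G34890 also had 1 library far below the others of its group, CvixLer replicate 3 with 0 maternal reads among 16. The gap was 0.687 of the range. The same explanation of few molecules may apply, with the same test value of 21.5. This library also held Col alleles, as described next, so the 2 explanations cannot be told apart for this gene.

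Reads with a base of neither parent were counted but entered no comparison. At SNPs where Ler, Cvi and the reference all differ, the reference base, which is the Col base, made up 52.6% of reads in CvixLer endosperm replicate 3 and 28.2% in LerxCvi endosperm replicate 3. The other 6 Ler-Cvi hybrid libraries had between 1.96% and 5.97%. These libraries are also the ones with outlying maternal shares, 45.7% and 82.6%. If Col RNA were present, the Ler share would rise where Ler carries the reference base and fall where Cvi does. Against replicates 1 and 2, the Ler share in CvixLer replicate 3 changed by 33.0 points at the first kind of SNP and by -2.61 points at the second, a gap of 35.6 points. In LerxCvi replicate 3 it changed by 13.5 and -2.27 points, a gap of 15.8 points. Ler RNA alone would have raised the share at both kinds of SNP, and the values of -2.61 and -2.27 go against it.

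A simple mixture calculation put the part of CvixLer replicate 3 that resembles its own cross at 44.9%, with 44.3% Col and 10.8% additional Ler reads. For LerxCvi replicate 3 the parts were 38.6%, 25.1% and 36.3%. Among the additional reads, the Col share was 80.5% in the first library and 40.9% in the second, which may be compared with Col shares of 73.0% to 74.9% in ColxLer and 35.2% to 36.5% in LerxCol endosperm. A candidate explanation is that the Cvi parents of these seeds carried Col segments, and another is that seeds or RNA of a Col-Ler cross were mixed in. In 62 windows of 2 Mb, the excess of replicate 3 over replicate 1 had an SD of 5.24 points and a correlation between neighbouring windows of 0.407 in CvixLer, and 3.28 points and 0.527 in LerxCvi. For replicate 2 over replicate 1 these were 3.14 points and -0.0402, and 2.43 points and -0.0282. By the correlation between neighbouring windows, the structure along chromosomes could come from parents that carried Col segments. An additional threshold on the SD, later dropped, had given another verdict for LerxCvi. The excess was nonetheless above 0 in every window, from 19.9 to 43.9 points and from 5.82 to 21.9 points, and a mixture whose contribution varies between regions was not ruled out. No biological explanation was tested.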

How the results depend on the processing

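Seed coat proxy removal together with the edgeR test, and the tissue test in unstranded libraries only, were chosen after seeing the data, and all other alternatives were set before the data were examined. The maternal share of endosperm over embryo kept its direction and its side of the threshold under every alternative, from 16.6 to 19.5 points across the 22 fits that each left out one library. Of 260 values of the main comparisons under alternatives, 158 stayed within their range or call, 99 moved and 3 became weaker.

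For endosperm, the shifted pairing, the missing imprinting factor, the adjusted p under 0.05, the library null and the minimum of 10 reads left every count within 1.5 times. Without the block, on summed reads, MEGs were 760 in Col-Ler, 778 in Col-Cvi and 1350 in any set, and PEGs were 139, 149 and 169 in the 3 sets, 19 in all and 378 in any. A call in all 3 pairs left 241, 251 and 80 MEGs in the 3 sets, 25 in all and 385 in any, and 12, 15 and 6 PEGs, 1 in all and 30 in any. Shares of 90% and 60% left 26, 25 and 19 PEGs, 3 in all and 49 in any. The edgeR test gave 260, 158 and 161 MEGs, 46 in all and 343 in any, and 18, 11 and 7 PEGs, 1 in all and 29 in any. Without the seed coat proxy genes there were 150, 133 and 155 MEGs, 43 in all and 289 in any. With both, there were 58, 31 and 38 MEGs, 7 in all and 84 in any, and 16, 11 and 6 PEGs, 1 in all and 27 in any. The cause was not tested for each of these changes.

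Leaving out one pair, with calls in both others required, gave 299 to 330 MEGs in Col-Ler, 271 to 383 in Col-Cvi and 125 to 363 in Ler-Cvi, 31 to 121 in all and 465 to 590 in any. For PEGs the ranges were 19 to 31, 17 to 36 and 12 to 22, 1 to 3 in all and 41 to 68 in any. Allele-specific PEGs ranged from 0 to 3 and MEGs from 0 to 2.

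In embryos, a minimum of 10 reads left 28 genes in Col-Cvi, and removal of the seed coat proxy left 18 in Col-Cvi and 17 in Ler-Cvi. Allele-specific genes numbered 0 PEGs and 0 MEGs with criteria in 2 of 3 replicates, 5 and 8 with 10th and 90th percentiles, and 10 and 5 with the ratio within 1.5 of 2. The cause was not tested.

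For HDG3 (AT2G32370) the replicate block kept the difference of 35.9 points with p = 0.0625 (exact sign flips), and the log2 ratio gave 2.14 with p = 0.0887 (exact permutation). For AT2G34890 the block gave -51.1 points with p = 0.0625, the smallest it can give (exact sign flips). Leaving out one pair gave 30.7 to 46.8 points for HDG3, 43.6 to 55.4 for AT3G14205 and -51.4 to -35.9 for AT2G34890. The cause was not tested.

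For reciprocal total expression, the replicate block gave 22, 0 and 9 genes in Col-Ler, Col-Cvi and Ler-Cvi (3173 in Col-Cvi at an unadjusted p under 0.05), the DESeq2 Wald test 185, 1234 and 383, and no filter on low counts 11, 32 and 6. Leaving out one library gave 0 in Col-Ler (457 to 1576 at an unadjusted p under 0.05), 0 to 170 in Col-Cvi and 0 to 323 in Ler-Cvi, where the fits with 0 genes had at least 1247 and 791 genes at an unadjusted p under 0.05. The highest values were those without ColxCvi replicate 3 and without CvixLer replicate 3. Between tissues, the test against a 2-fold change gave 7240 genes and the test in unstranded libraries only gave 16708. The cause was not tested. Among 226 values of single named genes under alternatives, 163 were unchanged in call, 39 changed the number of sets that call the gene and 24 became weaker, and none reversed. For 2 genes lower in endosperm, DESeq2 gave no adjusted p, which was counted as not passing.

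Depth limits single named genes. The fewest informative reads in a hybrid endosperm library were 2 for 4CL5, 9 for ORTHL, 12 for AT3G47030 and 33 for HDG3, and AT2G34890 had 2 in 1 library and 0 in others.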

Other observations

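The tests in this part were fixed before they were run, except that the numbers of calls repeated between pairs were counted after the difference between preparations was seen and that the comparisons outside the seed coat proxy were chosen only after the result was seen.

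Stranded libraries differed from unstranded ones in hybrid endosperm. The share of loci with at least 20 informative reads that were read from 1 parent alone was 19.4% ± 8.68 (SD, n = 10) in stranded and 3.30% ± 1.55 (SD, n = 8) in unstranded libraries (exact permutation test, p = 0.000137). The number of loci detected at a depth of 5e6 counts was 18848 and 20691 (exact permutation test, p = 6.86e-05). A candidate explanation is that few starting molecules per gene were amplified in the stranded libraries. Distant SNPs of the same gene, at 20 to 40 reads each, differed by 25.2 ± 11.7 times the binomial variance in stranded and 3.75 ± 1.06 times in unstranded libraries, a difference of 21.5, and each stranded endosperm library exceeded each unstranded one. High values were not limited to the stranded preparation. The unstranded whole seed libraries had 6.22 times in ColxCvi and 13.0 times in CvixCol, the latter above 2 stranded endosperm libraries, with 16.2% and 25.2% of loci read from 1 parent alone. Imprinting calls that treat reads as independent may therefore be too many in single pairs. The edgeR test, which estimates the spread between libraries, gave 343 MEGs and 29 PEGs in any set. How many calls of the main analysis are wrong was not estimated from these data.

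More MEGs than PEGs were called, 795 against 105. Without the seed coat proxy genes there were 289 MEGs against 94 PEGs in any set, so the excess shrank but remained. Maternal seed coat RNA in the dissected endosperm is a candidate explanation, and the proxy genes make up part of the excess. The proxy requires whole seed values over 2 times those in endosperm. It can therefore miss seed coat RNA that stays with the dissected endosperm, so it cannot tell whether the remaining excess has another source. The median log2 ratio of whole seed to endosperm expression was 1.77 for MEGs, above all of 10000 random lists matched on expression, whose median was 0.10. For PEGs it was -0.06, at the 9.73 percentile of matched lists. The whole seed libraries had no replicates and came from Col-Cvi alone, and a gene transcribed in both seed coat and endosperm would show the same pattern, so true imprinting of such genes was not excluded.

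PEGs leaned towards endosperm-preferred expression. Their median log2 fold change of endosperm over embryo was 0.34, at the 99.4 percentile of 10000 matched lists. For MEGs it was 2.41, above all matched lists, which seed coat RNA could also give, in line with the value of 1.77 above. For the 289 MEGs outside the seed coat proxy it was 0.46, also above all matched lists, which seed coat RNA missed by the proxy could give too. For the 94 PEGs outside the seed coat proxy it was 0.40, above the upper bound of 0.18 of the central 95% of matched lists. Other technical explanations were not tested, so a biological reading of the PEG value of 0.34 remains a hypothesis.

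Reads of the reference allele were in excess in embryos. The reference share was 62.5% ± 2.22 at SNPs within 40 nt of another SNP and 52.2% ± 1.22 at isolated SNPs (SD, n = 4), a difference of 10.2 points. Poorer mapping of reads from the non-reference allele may explain this. It may also account for the difference in maternal share between the directions of a cross. In Ler-Cvi replicates 1 and 2 and embryos, that difference reversed with the strain that carries the reference base.

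Other splits of the same libraries were tried for each count. For imprinting calls, splits that part the same-numbered pairs number 4 per set, and 2 of 4 gave as many calls in each of Col-Ler, Col-Cvi and Ler-Cvi. One of the other splits gave 4104, 6658 and 2742 calls, since exchanging the directions turns ordinary maternal excess into apparent paternal excess, so the splits cannot separate the real grouping. For total expression between directions, the real split gave 0 genes in Col-Ler (746 at an unadjusted p under 0.05) and in Ler-Cvi (1428 at an unadjusted p under 0.05), so the 4 of 4 splits with as many genes in each say nothing. In Col-Cvi 1 of 4 splits, the real one, gave as many, and 4 splits are too few to decide. For endosperm against embryo, 1 of 30 drawn splits of 2048 possible ones, the real one, gave as many genes.

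MEGs were more numerous than in the study, which applied a seed coat filter. The counts here, without such a filter, were 459, 476 and 460 per set, 795 in any set, 187 in all 3 and 226 in exactly 2. Those are higher than the values quoted from the study above. With the seed coat proxy genes removed, the counts were 150, 133 and 155 per set, 289 in any set and 43 in all 3. Per set and in any set, those are near the values quoted from the study above, and the count in all sets is still higher. PEG counts were 46, 53 and 44 per set, 105 in any set, 6 in all 3 and 26 in exactly 2. Those are near the values quoted from the study above.

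The allele-specific genes numbered 1 PEG and 2 MEGs. Both counts are lower than the values quoted from the study above. They depended on the rule, with 10 PEGs and 5 MEGs for a ratio within 1.5 of 2 and 5 PEGs and 8 MEGs for the 10th and 90th percentiles, and the cause of the difference from the study was not tested.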
